A study of Rattus norvegicus with 232 samples. Its data were reported in "Evaluation and characterization of expression quantitative trait analysis methods in the Hybrid Rat Diversity Panel" (2022).

How the data were processed

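Brain tissue of untreated rats, labelled as whole brain and as male, was profiled by stranded RNA sequencing of total RNA from which ribosomal RNA had been depleted. The paper states, for the strains of its study, that each brain was split sagittally and a single side was sequenced. The labels describe 232 samples of 74 inbred strains of the Hybrid Rat Diversity Panel. A strain of this panel is inbred, so that its animals are near-identical in genotype. The panel joins classic inbred strains with 2 recombinant inbred (RI) families. The HXB/BXH family descends from SHR/OlaIpcv and BN-Lx/Cub, and the FXLE/LEXF family descends from F344/Stm and LE/Stm.

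Values were taken from 6 deposited tables of 3 processing versions, called here v5, v6 and v7.1. For the v5 tables the authors trimmed the reads with Cutadapt, removed ribosomal reads with Bowtie 2 and aligned the remainder with HISAT2 to strain-specific versions of the rn6 genome. They assembled a transcriptome with StringTie under the guidance of the Ensembl 96 annotation and estimated counts with RSEM. Isoforms with low counts or of short length were dropped before a further round of quantification. The authors then removed 1 factor of unwanted variation (RUV) and applied the regularized log transformation of DESeq2. The deposited values are therefore on a log2 scale, scaled across libraries by the authors. The v5 table of Ensembl 96 genes is taken to be on the same scale from its values, since its own upstream steps are not stated. In a few libraries the deposited tables also hold single values over 100, which no log2 of a read count can reach, so that these columns are read as a score on the same scale rather than as a strict log2 count. How the v6 and v7.1 tables were made, and on which genome, is not stated; their values lie on a log2 scale like that of v5 by range and median. Spike-in features, 76 in the v5 Ensembl table and 73 in each v7.1 table, were left out. No table gives counts, so the sequencing depth of each library is unknown and no counting interval or floor was computed for any expression value. The number of animals limits the precision. Genotypes were not used here, so no expression QTL and no marker-based heritability was computed.

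Strain, panel, replicate number and sequencing batch came from the labels. The batch is the value of the batch characteristic. In 26 samples, 25 of them in the v5 table of reconstructed genes, the sample title gives another batch number. Libraries of 1 strain with the same replicate number were averaged to 1 animal, on the reading that they are technical repeats. In the v5 table of reconstructed genes each animal has 1 library. The features of that table are called genes here. Of its 99376 features, 37281 carry an Ensembl identifier and a symbol, and positions are those of rn6 in the deposited annotation. Several features can carry 1 symbol: 582 Ensembl genes have 10 or more features. The deposited strain means were recomputed from the libraries and differed by at most 1.19e-05.

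The heritability of each gene was measured by the broad-sense R2, the between-strain over the total sum of squares in a 1-way layout. The null was 100 permutations of the strain labels (20 for the alternatives). Genes with a strain effect were called by the moderated F-test of limma at a Benjamini-Hochberg false discovery rate (FDR) of 5%. Modality was read from normal mixtures of 1, 2 or 3 clusters with equal variance, fitted with mclust to the means of 43 strains, those of the study's QTL set, which leaves out F344/NCrl and F344/NHsd. The null for modality was 1 normal distribution, and for its relation to R2 it was 20 permutations of the strain labels in 5000 randomly drawn genes. Strain pairs were compared by limma contrasts in a fit over all animals of the table, so that the spread is shared across strains. Genes that differed between BN-Lx/Cub and SHR/OlaIpcv were then looked up in the HXB/BXH strains, which are other animals. For neighbouring genes, the squared correlation of strain means was averaged over pairs of called genes whose starts lie 1 to 5 Mb apart and compared with pairs on different chromosomes, with a sign-flip permutation test over chromosomes (100000 flips, two-sided). Panels were compared in the v7.1 table by the median over genes of the between-strain variance component over the sum of both components, with 100 permutations of the panel labels over strains (two-sided). Batch was tested by the correlation of within-strain deviations between animals of different strains, with 10000 permutations of the batch labels within strains (two-sided). The spread between 2 libraries is the median over genes of the SD of their values. The form of this last measure was fixed after first values had been seen.

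Genes to be named were fixed by rule: those with a symbol, past 5% FDR and with a mean above the median of the table. Among these, the 5 with the highest R2, the 3 largest differences each way between BN-Lx/Cub and SHR/OlaIpcv, and the largest each way in the other pairs were taken, where the animals of the strains did not overlap. The comparisons, the rule and most alternatives were chosen before the data were examined. The alternatives were other tables, a filter on genes with a mean at or above the table median, batch, the batch number of the title or replicate number as a covariate, each replicate left out in turn, a fit on the 2 strains alone, a minimum difference of 1 on the log2 scale, other clustering rules, other distances and other sets of strains. Lists of genes typical of liver (2 lists), kidney, heart and skeletal muscle, pancreas and lung, of Y-linked genes and of their X-linked partners were used to examine single libraries. A list's value in a library is the median over its genes of the value minus the gene's median over libraries.

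The code was tested on simulated data. Of simulated genes with a difference of 2 between 2 strains of 3 animals, 82.5% were called, with 7 calls among the unchanged genes. Of simulated genes with 2 groups of strain means 4 SD apart, 95.1% were called multimodal, against 2.9% of genes from 1 distribution. Computation used R 4.3.3 with limma 3.58.1 and mclust 6.1.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.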

Results

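RNA of brain tissue was measured by sequencing of rRNA-depleted libraries from untreated rats of inbred strains, with 3 animals for most strains. The main table, v5, covered 45 strains with 135 animals, of which 90 animals came from 30 HXB/BXH recombinant inbred strains and 45 animals from 15 classic inbred strains. It held 99376 reconstructed genes on the log2 scale. The v7.1 table held 84239 reconstructed genes in 201 animals of 74 strains, including 19 strains of the FXLE/LEXF family. The depth of the libraries is unknown, since the tables hold transformed values and no counts. The median value of a library ran from 3.52 to 4.10 in the v5 table. By the batch characteristic, the libraries of v5 fell into 13 sequencing batches, and 42 of the 45 strains had animals in 2 or more batches. The paper gives a smaller number of sequencing batches for its samples, and how the labels relate to those is not stated. Implausibly high values, over 30 on the log2 scale, were found in 37 cells of 24 genes, 17 of them in the libraries labelled LE/Stm 2 and 3.

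The first comparison asked how much of the variation in RNA expression lay between strains. The median broad-sense R2 over the 99376 genes was 0.419. After 100 permutations of the strain labels the median R2 ran from 0.307 to 0.349, with a mean of 0.327, and the permutation p was 0.0099, the smallest that 100 permutations can give. An R2 over 0.5 was found for 23.7% of genes, against 0.0755% to 0.613% after permutation (permutation p 0.0099, again the smallest possible). When strain labels were permuted within batches the mean share over 0.5 was 6.14%. The limma F-test called 36489 genes at 5% FDR, or 36.7%. The share of genes over 0.5 moved most when animals were left out, since with 2 animals per strain R2 rises by construction: without replicate 1 it was 80.1%, against a mean of 46.5% after permutation. Without replicate 2 the F-test called 12078 of the 99376 genes. With batch as a covariate 18702 genes were called.

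**Figure D1:**
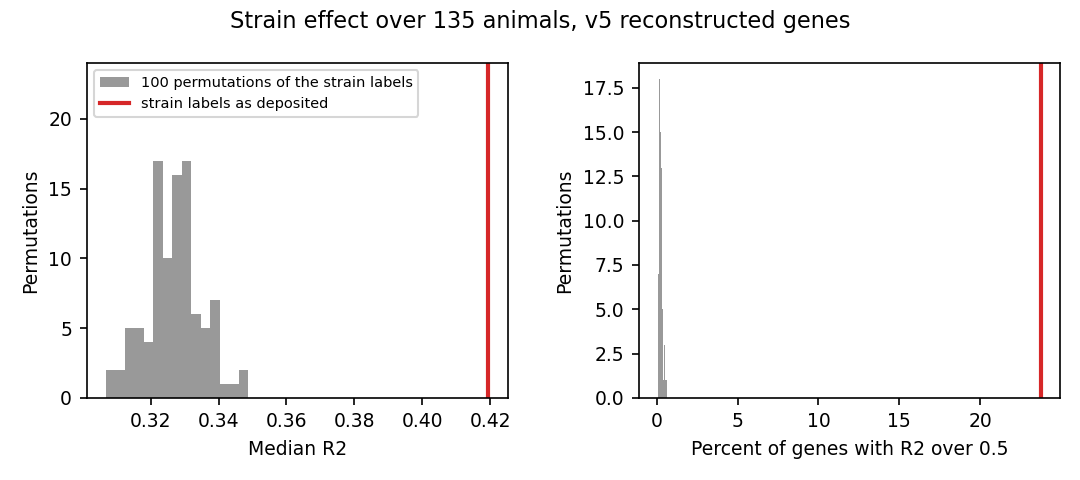
Median R2 (left) and percent of genes with R2 over 0.5 (right) with the deposited strain labels (red line) and after 100 permutations of the labels over 135 animals (grey bars, number of permutations). The observed values, 0.419 and 23.7%, lie above all permuted values.

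The 5 genes named by R2 were LOC100365839, AC094217.1, LOC689899, AABR07012100.2 and U1, with R2 from 0.979 to 0.986. LOC100365839 (ENSRNOG00000048109, chromosome 11, 79547699 to 79548560) stood at 12.96 ± 0.46 (SD, n = 3) in F344/Stm, the highest strain, and at 6.32 ± 0.01 (SD, n = 3) in SHRSP/A3NCrl, the lowest. AC094217.1 (ENSRNOG00000039783, chromosome 1, 31527646 to 31528083) had 10.94 ± 0.39 (SD, n = 3) in F344/Stm and 3.31 ± 0.05 (SD, n = 3) in BN-Lx/Cub. LOC689899 (ENSRNOG00000030614, chromosome 14, 24129592 to 24130122) had 10.33 ± 0.35 (SD, n = 3) in DA/OlaHsd and 3.43 ± 0.27 (SD, n = 3) in BN-Lx/Cub. AABR07012100.2 (ENSRNOG00000054907, chromosome 2, 185383256 to 185444897) had 12.97 ± 0.19 (SD, n = 3) in WKY/NCrl and 9.40 ± 0.09 (SD, n = 3) in HXB1/Ipcv. U1 (ENSRNOG00000054722, chromosome 6, 75590195 to 75614404) had 14.75 ± 0.65 (SD, n = 3) in LE/Stm and 7.45 ± 0.03 (SD, n = 3) in DA/OlaHsd. U1 is the symbol of 20 features of the table, so that its copies cannot be separated here. In each of 6 alternatives these 5 genes kept an adjusted p under 5%.

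The modality of the strain means asks whether expression falls into separate classes of strains. Over 43 strains, 81992 genes (82.5%) had 1 cluster, 15776 (15.9%) had 2 and 1608 (1.62%) had 3. In means drawn from 1 normal distribution, 3.72% of genes had more than 1 cluster, against 17.5% observed. Means of another shape were not drawn, so that this null cannot tell classes of strains from 1 distribution that is not normal. Of genes with more than 1 cluster, 62.6% passed 5% FDR in the F-test over strains, against 31.2% of genes with 1 cluster. The share of genes with more than 1 cluster depended most on the rule for adding a cluster. It fell to 6.49% when the BIC had to improve by more than 6. The median R2 was 0.408 for genes with 1 cluster, 0.496 with 2 and 0.590 with 3. The difference in median R2 between genes with more than 1 cluster and those with 1 was 0.0930. Across 20 permutations of the strain labels its mean was 0.0164 (permutation p 0.0476, the smallest that 20 permutations can give). Genes are not independent replicates. With batch as a covariate the difference was 0.0209 and did not exceed the permuted values (permutation p 0.238). Of the genes with 2 clusters, the smaller cluster was a single strain in 7.76%.

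The next comparison was between BN-Lx/Cub and SHR/OlaIpcv, the progenitors of the HXB/BXH family. limma called 2083 genes at 5% FDR, of which 1065 were higher in BN-Lx/Cub and 1018 lower. By the batch characteristic the strains shared no batch, so that batch and strain are separated only through the other strains. With batch as a covariate 1077 genes were called, 877 of them among the 2083. Leaving out single animals gave 1421 to 1785 genes.

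Xpo1 (ENSRNOG00000009935, chromosome 14, 107940199 to 107957031) had 10.27 ± 0.27 (SD, n = 3) in BN-Lx/Cub and 3.69 ± 0.90 (SD, n = 3) in SHR/OlaIpcv, a difference of 6.57 (adjusted p 2.8e-21). Mettl27 (ENSRNOG00000046700, chromosome 12, 24768165 to 24796428) had 9.10 ± 0.69 (SD, n = 3) and 3.20 ± 0.66 (SD, n = 3), a difference of 5.90. Ascc1 (ENSRNOG00000056647, chromosome 20, 29573630 to 29681718) had 9.42 ± 0.83 (SD, n = 3) and 3.68 ± 0.69 (SD, n = 3), a difference of 5.74. Corin (ENSRNOG00000002302, chromosome 14, 38457661 to 38517393) was lower in BN-Lx/Cub, with 4.17 ± 0.33 (SD, n = 3) against 10.05 ± 0.74 (SD, n = 3), a difference of -5.88. LOC100359951 (ENSRNOG00000030596, chromosome 5, 161889237 to 161889701) had 3.76 ± 0.16 (SD, n = 3) against 9.16 ± 0.25 (SD, n = 3), a difference of -5.40. The largest adjusted p of Mettl27, Ascc1, Corin and LOC100359951 was 1.3e-05. A feature of Mt-nd6 in the mitochondrial genome (ENSRNOG00000029042, 14062 to 16313) had 7.21 ± 1.93 (SD, n = 3) against 12.26 ± 0.71 (SD, n = 3), and its difference of -5.05 (adjusted p 0.00012) was no longer called with batch as a covariate (adjusted p 0.248, against a range of 1.8e-05 to 0.248 over 10 alternatives). The other 5 genes stayed below an adjusted p of 5% in all 10 alternatives. Symbols of several of these genes cover more than 1 feature, 4 for Xpo1 and 10 each for Ascc1 and Mt-nd6, and the values are those of 1 feature.

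The genes called between the progenitors were then examined in the 30 HXB/BXH strains, whose animals took no part in naming them except through the shared estimate of spread. Of the 2083 genes, 72.4% had more than 1 cluster of strain means, against 13.6% of the 97293 other genes. Where 2 clusters were found, the smaller held a median of 12 strains for called genes and 7 for other genes. The median R2 among the HXB/BXH strains was 0.805 for called genes and 0.369 for the others, and 88.0% against 8.70% passed 5% FDR in an F-test over these strains alone. Across genes, the distance between the 2 cluster means went with the absolute difference between the progenitors (Spearman 0.799), though genes are not independent replicates. In the v5 Ensembl 96 table the share was 39.3%, against 11.1% of other genes, the largest fall among the alternatives. That table holds other libraries of BN-Lx/Cub 3 and SHR/OlaIpcv 1 than the main table.

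Pairs of related strains were compared to ask how far substrains and strains of shared history differ. LEW/Crl and LEW/SsNHsd differed in 294 genes at 5% FDR, SHR/OlaIpcv and SHRSP/A3NCrl in 522, SHR/OlaIpcv and WKY/NCrl in 3624, and the Dahl salt-sensitive SS/JrHsd and salt-resistant SR/JrHsd in 640. The 3 libraries labelled LEW/Crl had low values of Y-linked genes and high Xist, so that the LEW count cannot separate strain from sex. Over the 105 pairs of the 15 inbred strains the median was 2179 genes. By the batch characteristic all 3 animals of LEW/SsNHsd were in batch 11, where no LEW/Crl animal was, and neither SHR/OlaIpcv pair shared a batch. By the numbers in the sample titles both LEW strains had 1 animal in batch 9 and 2 in batch 8, so that the pair would be matched. With batch as a covariate the counts were 60 for the LEW pair (49 shared with the 294), 210 for SHR/OlaIpcv and SHRSP/A3NCrl, 1311 for SHR/OlaIpcv and WKY/NCrl and 588 for SS/JrHsd and SR/JrHsd. With the title's batch number as a covariate, chosen after the data were seen, the LEW pair gave 593 genes, among them all 294, and SS/JrHsd and SR/JrHsd gave 942. Single animals moved each count by more than 1.5 times. Without LEW/SsNHsd 3 the LEW pair gave 84 genes, and without LEW/SsNHsd 2 it gave 761. Without SHRSP/A3NCrl 1 the SHRSP pair gave 1183 genes, without SHR/OlaIpcv 2 the WKY pair gave 1292, and without SS/JrHsd 1 the Dahl pair gave 218.

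**Figure D2:**
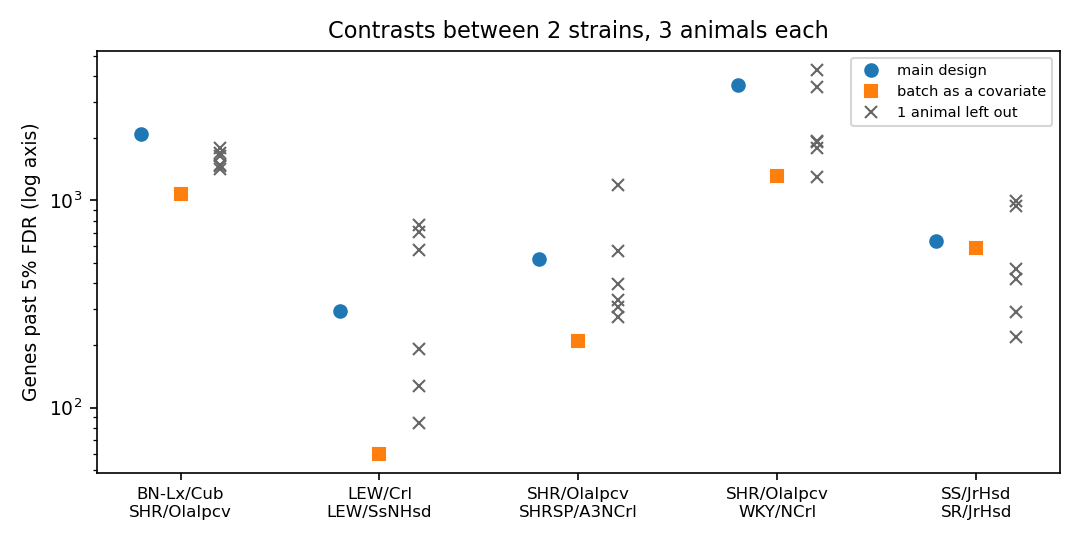
Number of genes past 5% FDR in limma (log axis) for 5 pairs of strains with 3 animals each, in the main design (circles), with batch as a covariate (squares) and with 1 animal left out (crosses). With batch as a covariate the LEW pair falls from 294 to 60 genes and the SS/JrHsd pair from 640 to 588.

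The genes named for the LEW pair were AABR07039356.2 and Eif2s3y. AABR07039356.2 (ENSRNOG00000051257, chromosome X, 74324211 to 74344090) had 53.77 ± 1.47 (SD, n = 3) in LEW/Crl, a value too high for a log2 of a read count, and 8.11 ± 0.06 (SD, n = 3) in LEW/SsNHsd. Eif2s3y (ENSRNOG00000060048, chromosome Y, 914045 to 969158) had 7.16 ± 0.71 (SD, n = 3) against 10.89 ± 0.20 (SD, n = 3), a difference of -3.72 (adjusted p 6.3e-12) that was lost in 1 of 10 alternatives (adjusted p 2.3e-12 to 0.0985). Between SHR/OlaIpcv and SHRSP/A3NCrl, LOC100365839 was higher by 6.11 and AABR07057442.1 (ENSRNOG00000049283, chromosome 7, 71472564 to 71566191) was lower, with 8.25 ± 1.27 (SD, n = 3) against 16.65 ± 0.22 (SD, n = 3). Between SHR/OlaIpcv and WKY/NCrl, Corin was higher by 6.06, and a feature of the mitochondrial ribosomal gene AY172581.9 (ENSRNOG00000030478, 68 to 3694) was lower by a difference of -8.09. The libraries were depleted of ribosomal RNA, and 31 features carry that symbol. Between SS/JrHsd and SR/JrHsd, S100a5 (ENSRNOG00000011748, chromosome 2, 190001632 to 190005885) was higher by 4.04 (adjusted p 0.024), a call that was lost in 7 of 10 alternatives. Necab3 (ENSRNOG00000016708, chromosome 3, 150151765 to 150181761) had 6.18 ± 1.62 (SD, n = 3) against 12.24 ± 1.25 (SD, n = 3), a difference of -6.06 (adjusted p 0.0056) that was lost in 3 of 10 alternatives.

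F344/Stm and LE/Stm, the progenitors of the FXLE/LEXF family, were compared in the v7.1 table, which held 3 animals of F344/Stm and 1 of LE/Stm. The lone animal is assumed to vary like those of the other strains. limma called 232 genes, 86 higher in F344/Stm and 146 lower. The animal of LE/Stm was number 2, whose library held raised values of liver genes, so that these calls cannot separate the strain from that library. The genes named were Rpl35a-ps6 (ENSRNOG00000069961, chromosome 12, 5966554 to 6072776), with 9.23 ± 0.36 (SD, n = 3) in F344/Stm and 2.08 in LE/Stm, and LOC681544 (chromosome 11, 78039371 to 78069402), with 9.72 ± 2.52 (SD, n = 3) and an implausible 28.64. Each lost its call in 1 of 6 alternatives. In the v5 table, with 3 animals of each strain, 2579 genes were called. There 1 list of liver genes stood at 6.08 and 5.96 in LE/Stm 2 and 3. It stood at 4.85 and 4.29 in F344/Stm 2 and 3. Batches 13 and 14 of that table held no other strain. This count too cannot separate the strains from their libraries.

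Recombinant inbred strains inherit long stretches of 1 chromosome together, so that neighbouring genes were compared across strains. Among 36388 called genes, the mean r2 of HXB/BXH strain means was 0.0782 over 1975192 pairs 1 to 5 Mb apart and 0.0524 over pairs on different chromosomes. The excess of 0.0258 was above 0 on 21 of 21 chromosomes (sign-flip permutation p 1e-05, the smallest the flips can give). It was 0.0113 at 5 to 10 Mb and 0.00530 at 10 to 20 Mb. In the 15 inbred strains the excess was 0.00637 at 1 to 5 Mb, 0.00138 at 5 to 10 Mb (permutation p 0.0116, adjusted 0.0140 over 6 comparisons) and 0.000469 at 10 to 20 Mb (permutation p 0.417). Over 20 random sets of 15 HXB/BXH strains the mean excess was 0.0240 and the lowest 0.0215. Chromosome 19 had the largest excess, 0.121, followed by 0.0475 on the next. With 1 feature per Ensembl gene the excess was 0.0154 over all chromosomes and 0.00796 on chromosome 19. The alternative that moved the excess most was to leave out replicate 2, which gave 0.0862 over fewer called genes.

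**Figure D3:**
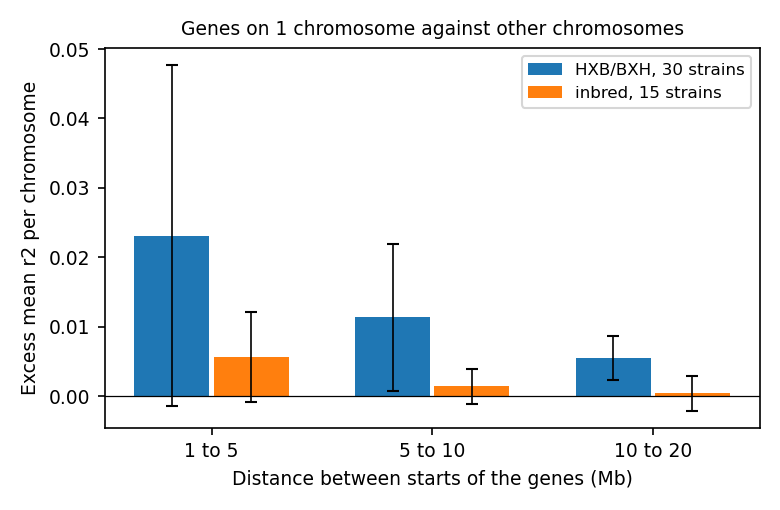
Mean squared correlation of strain means over pairs of called genes on 1 chromosome minus the mean over pairs on different chromosomes, by distance in Mb. Bars show the mean over 21 chromosomes and error bars the SD over chromosomes for 30 HXB/BXH and 15 inbred strains, 0.0231 and 0.00567 at 1 to 5 Mb.

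The 3 panels were compared in the v7.1 table by the between-strain variance ratio, the between-strain variance component over the sum of both components. Its median over genes was 0.0902 in 30 HXB/BXH strains, 0.0710 in 17 FXLE/LEXF strains and 0.0794 in 23 inbred strains. None of the 3 differences exceeded the permuted ones. The inbred minus HXB/BXH difference was -0.0108 (permutation p 0.812), inbred minus FXLE/LEXF was 0.00844 (permutation p 0.851) and HXB/BXH minus FXLE/LEXF was 0.0192 (permutation p 0.594), each with an adjusted p of 0.851. The sign of each difference changed under at least 1 alternative.

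Sequencing batch was examined because the authors had removed 1 factor of unwanted variation. The within-strain deviations of animals of different strains had a mean r of 0.0516 within a batch and -0.00546 between batches. The excess of 0.0571 was larger than in all 10000 permutations of the batch labels (permutation p 0.0001, the smallest possible). In the v5 Ensembl 96 table the excess was 0.149. The spread between libraries of 1 animal in different batches was 0.356 ± 0.0771 (SD over 82 pairs of 20 libraries) on the log2 scale in the v7.1 table. Libraries of different animals of 1 strain differed by 0.358 ± 0.0801 (SD over 61 pairs) in the same batch and by 0.384 ± 0.0806 (SD over 248 pairs) in different batches. Of the 82 pairs, 66 came from animal 1 and 15 from animal 4 of SHR/OlaIpcv. Libraries of different SHR/OlaIpcv animals in different batches differed by 0.408 ± 0.0904 (SD over 122 pairs). The pairs share libraries, and the differences were not tested. In the v7.1 RefSeq table the spread between libraries of 1 animal was 0.112 ± 0.0380 (SD over 82 pairs), no smaller than between different animals of 1 strain, with 0.112 ± 0.0287 (SD over 196 pairs) in different batches and a lower mean still (SD 0.0295 over 54 pairs) in the same batch. For different SHR/OlaIpcv animals it was 0.114 there.

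The libraries were also compared with the strains of their labels. At genes with an R2 over 0.9 among the other strains (359 to 433 genes per strain), 131 of 135 libraries were closest to the other animals of their own strain. Over all called genes it was 128 of 134, and there BXH13/Cub 1 was closest to BXH10/Cub and HXB2/Ipcv 1 to SHR/OlaIpcv. The libraries labelled F344/NCrl 1 and F344/NCrl 3 were closest to the substrain F344/NHsd, with r of 0.938 and 0.961. The library labelled F344/NCrl 2 had the lowest r with its own strain, followed by the library labelled SHRSP/A3NCrl 1 with 0.576. F344/NCrl 2 was closest to SHRSP/A3NCrl (r 0.588, and 0.489 over all called genes) and SHRSP/A3NCrl 1 to F344/NCrl (r 0.644 and 0.525), and each was the nearest library of the other. Over all called genes, the mean of the closest strain held the other of these 2 libraries. With the undisputed animals alone, F344/NCrl 2 had a mean r of 0.496 with SHRSP/A3NCrl 2 and 3 and 0.520 with its own strain. SHRSP/A3NCrl 1 had 0.549 with F344/NCrl 1 and 3 and 0.566 with its own strain. Neither was then closer to the other strain than to its own. The median r with the own strain over the other libraries was 0.930 and the lowest was 0.708, for HXB17/Ipcv 2. In the v5 Ensembl 96 table SHRSP/A3NCrl 1 was closest to its own strain, with r of 0.898, though its nearest library was F344/NCrl 2 with 0.904, and F344/NCrl 2 had r of 0.756 with its own strain and 0.854 with SHRSP/A3NCrl. SHRSP/A3NCrl 1 is 1 of the 3 animals behind the counts for SHR/OlaIpcv and SHRSP/A3NCrl given above. The library labelled HXB17/Ipcv 2 and the 3 labelled LEW/Crl also had low values of Y-linked genes.

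**Figure D4:**
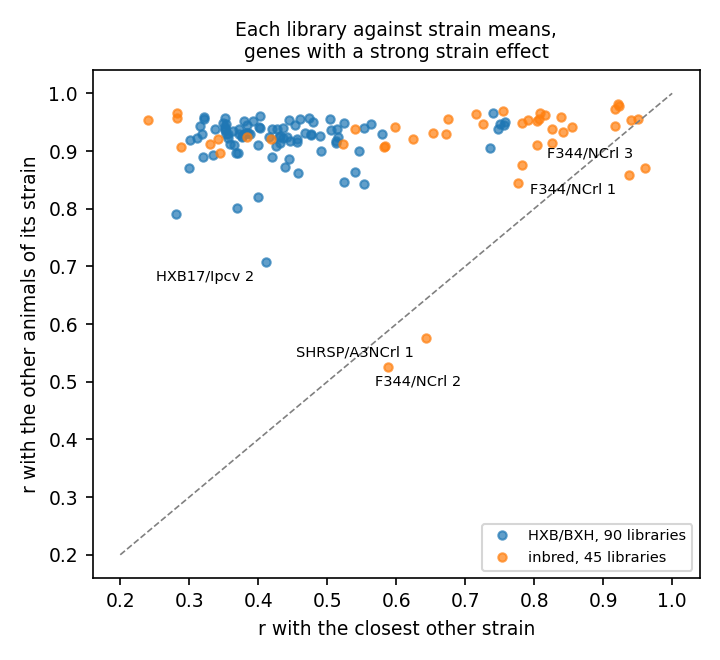
Correlation of each library with the mean of the other animals of its strain (vertical axis) and with the closest other strain (horizontal axis), over genes with R2 over 0.9 among the other strains, for 90 HXB/BXH and 45 inbred libraries. The dashed line marks equal r; F344/NCrl 2 and SHRSP/A3NCrl 1 lie at or below 0.576 on the vertical axis, below all other libraries.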

Values the study reported

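The study profiled brain RNA from 45 strains with 3 animals each. Of 175 libraries, 16 were set aside for poor quality, and 135 samples and 99,376 genes passed its quality criteria. It gave a median broad-sense heritability of 0.42, against 0.31 after permutation. Heritabilities higher than 0.50 were found for 23.6% of genes, against 0.1% after permutation. It found 81,992 genes (82.5%) with 1 mode, 15,776 (15.9%) with 2 and 1,608 (1.6%) with 3. Kinship from SNP markers was 0.9997 between LEW/Crl and LEW/SsNHsd and 0.92 between SHR/OlaIpcv and the SHRSP strain.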

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

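Tests chosen after the results were seen are those without genes with a value over 30, with 1 feature per Ensembl gene, without chromosome 19, with the title's batch number as a covariate, and for the FXLE/LEXF progenitors in the v5 table. Keeping technical repeats separate was planned but cannot change the v5 results, where each animal has 1 library, and leaving out the only LE/Stm animal of v7.1 leaves no comparison. The title's batch number was not used for pairs with SHR/OlaIpcv, since the title of SHR/OlaIpcv 3 is ambiguous, and this library was left out of those fits. Of 169 values of the main results under alternatives, 105 kept their direction, their side of the threshold and, for counts, stayed within 1.5 times. Of 196 values of the panel pairs and the named genes, 175 kept their direction and side of the threshold.

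The median R2 and the share of genes over 0.5 exceeded the permuted values in each alternative run (permutation p 0.0476, the smallest 20 permutations can give). The median R2 ran from 0.371 in the HXB/BXH strains alone to 0.490 in the v5 Ensembl 96 table, and it was 0.534 to 0.583 without 1 replicate, where R2 rises by construction. The variance ratio in its place was 0.137. The F-test called 36489 genes, but 11647 of 18309 in the Ensembl table (63.6%, fewer genes tested), 17047 of 84239 in v7.1 and 18702 with batch as a covariate. Without 1 replicate it called 12078 (replicate 2) to 21669, and fewer samples were then tested. The replicate number as a block gave 41709.

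The 17.5% of genes with more than 1 cluster became 6.49% when BIC had to improve by more than 6, 14.1% with unequal variances, 21.2% with batch as a covariate, 22.3% in genes at or above the median level, 23.4% for transcripts, 24.1% in the Ensembl table and 18.6% to 20.2% without 1 replicate. The rule for adding a cluster moves this share by its own construction, and for the others the cause was not tested. The difference in median R2 fell from 0.0930 to 0.0209 with batch as a covariate and was no longer beyond the permuted values (permutation p 0.238). It ran from 0.0536 to 0.0602 without 1 replicate. The cause was not tested.

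Between BN-Lx/Cub and SHR/OlaIpcv, 2083 genes became 1077 with batch as a covariate and 801 in the Ensembl table, which tests fewer genes. That table also holds other libraries of these strains. BN-Lx/Cub 3 is from batch 6 there and SHR/OlaIpcv 1 from batch 11, against batches 4 and 6 in the main table. This BN-Lx/Cub 3 library had r of 0.713 with its own strain and 0.669 with the closest other strain. In the main table the median difference of all genes was -0.07, and with batch as a covariate it was -0.20. For the LEW pair, 294 became 60 with batch as a covariate, 593 with the title's batch number, 30 in the Ensembl table, 9 in v7.1 and 32 with the 2 strains alone in the fit. Without single animals it was 84 (LEW/SsNHsd 3) to 761 (LEW/SsNHsd 2). The share higher in LEW/Crl was 55.8%, but 36.7% in the Ensembl table, 22.2% in v7.1, 45.0% with batch and 28.1% with the 2 strains alone. Without single animals this share ran from 31.4% (LEW/Crl 1) to 75.2% (LEW/SsNHsd 1). For SHR/OlaIpcv and SHRSP/A3NCrl, 522 became 1776 in the Ensembl table, 210 with batch, 68 in v7.1 and 69 with the 2 strains alone, and 274 without SHR/OlaIpcv 2 to 1183 without SHRSP/A3NCrl 1. The share higher in SHR/OlaIpcv was 46.2%, but 22.1% in v7.1, and 37.1% (SHRSP/A3NCrl 2) to 52.2% (SHRSP/A3NCrl 1) without single animals. For SHR/OlaIpcv and WKY/NCrl, 3624 became 1611 in v7.1, 1311 with batch and 327 with the 2 strains alone, and 1292 (SHR/OlaIpcv 2) to 4264 without single animals. For SS/JrHsd and SR/JrHsd, 640 became 193 in v7.1, and 218 (SS/JrHsd 1) to 997 (SS/JrHsd 3) without single animals. With the 2 strains alone limma called 0, with 6783 genes at an unadjusted p under 0.05. The share higher in SS/JrHsd was 59.8%, but 72.4% in the Ensembl table. Without single animals it ran from 48.0% (SS/JrHsd 2) to 67.9% (SR/JrHsd 2), and it was 48.6% without SS/JrHsd 3. For F344/Stm and LE/Stm, 232 became 2579 in v5, which has 3 animals of LE/Stm, and 0 with the 2 strains alone, with 11803 genes at an unadjusted p under 0.05. Leaving out single F344/Stm animals kept the count within 1.5 times. The share higher in F344/Stm was 37.1%, but 16.9% in the RefSeq table. A fit on 2 strains has fewer samples to estimate the spread. For the differences between tables and with either batch number, the cause was not tested.

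The share of progenitor genes with more than 1 cluster in the HXB/BXH strains, 72.4%, became 70.1% with unequal variances, 69.2% in genes at or above the median level, 66.9% with batch as a covariate, 58.4% when BIC had to improve by more than 6 and 39.3% in the Ensembl table. Without replicate 1 it was 49.1% and without replicate 2 it was 76.9%. In each case it was above that of the other genes, at most 17.2%. The Ensembl table holds other libraries of BN-Lx/Cub 3 and SHR/OlaIpcv 1 than the main table. The cause was not tested.

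The excess correlation of neighbouring genes kept its sign and its side of the threshold in 12 alternatives, from 0.00530 at 10 to 20 Mb to 0.0862 without replicate 2. It was 0.0206 without chromosome 19. The batch excess kept its sign and side in 4 alternatives, from 0.0458 to 0.149. The spread between libraries of 1 animal was 0.112 in the RefSeq table against 0.356, and the cause was not tested.

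The differences between panels were not significant and changed sign between alternatives. Inbred minus HXB/BXH was -0.0108, but 0.00604 in the RefSeq table and -0.0282 to 0.00664 without 1 replicate (0.00452 without replicate 2). Inbred minus FXLE/LEXF was 0.00844, but -0.0732 in v6, -0.0266 in the RefSeq table, -0.00765 in genes at or above the median level, -0.00859 without the progenitors and -0.0196 to 0.0533 without 1 replicate. HXB/BXH minus FXLE/LEXF was 0.0192, but -0.0648 in v6 and -0.0327 in the RefSeq table. The cause was not tested.

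Replicate numbers are shared between strains, but they do not pair the animals. Animals of different strains with the same number had a mean r of 0.0192 and those with different numbers -0.00931, and 5.96% of 990 pairs of strains had a mean r over 0.1. With the replicate number as a block the pairs of strains, in the order above, had 2203, 377, 578, 4456, 794 and 230 genes. The tables hold no counts, so that limits set by depth cannot be given. The 5 libraries of BN-Lx/Cub, SHR/OlaIpcv and SHRSP/A3NCrl discussed among the other observations bear on the counts of these strains.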

Other observations

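The tests chosen only after the result was seen are those of a strain difference and of the authors' transformation for the liver genes, of a strain difference for the Y-linked genes, of the values over 30, of swapped labels for the libraries with low Y-linked genes, of 1 inherited stretch on chromosome 19, of exchanged labels, mixed RNA and another strain for 2 libraries, both tests of the other splits of the animals, and the counts with the batch number of the title as a covariate.

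The mean permuted share of genes with R2 over 0.5 here was 0.226%. That is higher than the value quoted from the study above, which lies within the range of 0.0755% to 0.613% over the permutations here. The number of permutations behind the study's value is not stated.

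The count of genes with a strain effect was compared with 100 labellings of the animals, the real one included. Only the real labelling, 1 of 100, gave as many genes, the most in another being 13, so that chance can be excluded. For pairs of strains with 3 animals each there are 10 splits, and the share with as many genes is never under 0.1, so that chance cannot be excluded this way. As many genes were found in 2 splits for BN-Lx/Cub and SHR/OlaIpcv, 2 for the LEW pair, 2 for SHR/OlaIpcv and SHRSP/A3NCrl, 1 for SHR/OlaIpcv and WKY/NCrl and 1 for SS/JrHsd and SR/JrHsd, the real split included.

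In 3 of these pairs another split gave more genes than the strains did. BN-Lx/Cub 1 with SHR/OlaIpcv 2 and 3, against the other 3 animals, gave 2328 genes, and SHR/OlaIpcv 1 with SHRSP/A3NCrl 2 and 3 gave 2914. For the LEW pair, LEW/Crl 1 with LEW/SsNHsd 1 and 2 gave 307. None of these 3 splits follows the batch characteristic. By the titles, the split of the LEW pair puts both animals of batch 9 on the same side, and the real LEW split gave 593 genes with the title's batch number as a covariate. Sequencing batch stays open. F344/NCrl 1 and F344/NCrl 2, in batch 10 by the characteristic, differ by 0.552 in their score along the split, but their titles name batches 9 and 8, and the label of F344/NCrl 2 is itself in doubt. A component shared by libraries of several strains is a candidate explanation. The split of BN-Lx/Cub and SHR/OlaIpcv had r of 0.346 with F344/NCrl 2 minus the other F344/NCrl animals, against -0.194 to 0.339 in the libraries of strains outside both splits and other than F344/NCrl. This lies only just beyond that range. The same difference had r of 0.388 with the split of SHR/OlaIpcv and SHRSP/A3NCrl. The range in those libraries was then -0.222 to 0.256, so that this value lies further beyond it. That split holds SHRSP/A3NCrl 1, the nearest library of F344/NCrl 2, and F344/NCrl 2 was singled out from the same data. The shared component therefore stays open. No biological explanation was tested.

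The libraries labelled F344/NCrl 2 and SHRSP/A3NCrl 1 were unlike the other animals of their strains in the reconstructed genes. In the Ensembl table the pattern was weaker: SHRSP/A3NCrl 1 was closest to its own strain, with r of 0.898 (nearest library F344/NCrl 2, 0.904), and F344/NCrl 2 had 0.756 with its own strain, against 0.973 between F344/NCrl 1 and 3. That 0.756 was not the lowest there. BN-Lx/Cub 3 had 0.713 with its own strain and BXH13/Cub 2 had 0.756, though both were closest to their own strain. In the reconstructed genes F344/NCrl 1 and 3 had r of 0.958 with each other, and SHRSP/A3NCrl 2 and 3 had 0.933. Exchanged labels are argued against. At 39 genes that separate the strains, F344/NCrl 2 lay at the level of its own label in 51.3% and at that of the other strain in 20.5%, and SHRSP/A3NCrl 1 in 43.6% and 12.8%. Undisputed F344/NCrl and F344/NHsd libraries, each left out of the choice of genes, lay at their own level in 79.6% to 93.2%, so that an exchanged SHRSP/A3NCrl 1 would lie at that level far more often. For SHRSP/A3NCrl 2 and 3, where 1 library then chose the genes, it was 38.8% to 44.7%. These 2 libraries lay at the level of the other strain in 28.7% to 29.9%, more often than the libraries in doubt. The levels therefore say less about F344/NCrl 2 than about SHRSP/A3NCrl 1. SHRSP/A3NCrl 1 had a mean r of 0.549 with F344/NCrl 1 and 3 and 0.566 with its own strain, and F344/NCrl 2 had 0.496 with SHRSP/A3NCrl 2 and 3 and 0.520 with its own, against a lowest r of 0.682 between other animals of 1 strain. In the Ensembl table SHRSP/A3NCrl 1 had 0.769 with F344/NCrl 1 and 3, below its 0.898, though F344/NCrl 2 had 0.790 with SHRSP/A3NCrl 2 and 3, above its 0.756. An earlier rule, that these r lie below the 1st percentile of animals of 1 strain in both tables, had left an exchange open, since that percentile was 0.718 in the Ensembl table, and the test of levels was chosen after it. A component shared by libraries of several strains, mixed RNA of both strains and another strain in both libraries cannot be told apart. BN-Lx/Cub 1, SHR/OlaIpcv 2 and SHR/OlaIpcv 3 had r of at least 0.907 with their own strains, while in the Ensembl table theirs were 0.894, 0.836 and 0.856. At genes where the strains differ by more than 3, a mean of 65.2% of values lay within 1 of the level of either strain, but only 15 genes were higher in F344/NCrl and 24 in SHRSP/A3NCrl. At the 15 genes, 6.67% of values of F344/NCrl 2 lay at the level of the other strain and 40.0% between. For SHRSP/A3NCrl 1 it was 46.7% at its own level, 33.3% at the other and 20.0% between. At the 24 genes, F344/NCrl 2 had 29.2% at the level of the other strain and 20.8% between. There SHRSP/A3NCrl 1 had 41.7% at its own level, 0% at the other and 58.3% between. The r of the 2 libraries with each other was 0.630 in the reconstructed genes and 0.889 in the Ensembl table, below the lowest of other animals in the first but near the 0.905 of SHRSP/A3NCrl 2 and 3 in the second, which keeps another strain open. A wrong label in each library, from outside the 2 strains, was not excluded.

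The libraries labelled LE/Stm held raised values of genes typical of liver. The list not looked at before the test, of which 13 of 20 genes were found and 8 of these lie above the table median, stood at 2.29, 6.08 and 5.96 in LE/Stm 1, 2 and 3 and at 1.40, 4.85 and 4.29 in F344/Stm 1, 2 and 3. The highest library of the other strains, BXH6/Cub 3, stood at 2.69. The list looked at earlier, with 17 genes found, reached 8.01. Albumin (Alb), an abundant liver transcript, stood at 13.20, 18.18 and 17.89 in LE/Stm 1, 2 and 3, against a median of 9.45 in the other strains. Lists of kidney (4 genes found), heart and skeletal muscle (3), pancreas (4) and lung (1) reached 0.531, 0.0374, -0.532 and 0.869 in LE/Stm 2 and 3. In the Ensembl table LE/Stm 1 stood at 1.72 and LE/Stm 3 at 5.13, with 1.12 as the highest of the other strains. The steps behind that table are not stated and it may share the authors' transformation, which therefore cannot be told apart from the other explanations. RNA of liver in these libraries is a candidate explanation, with 5.96 as the lower of the values of LE/Stm 2 and 3. A difference of the strain cannot be told apart from it: LE/Stm 1 had 2.29, less than the other 2 animals of the strain and below the highest library of the other strains. In the v7.1 RefSeq table LE/Stm 2 stood at 6.39 and F344/Stm 1, 2 and 3 at -0.0725, 1.76 and 1.57, with 2.39 as the highest of the other strains.

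In the libraries labelled LEW/Crl 1, 2 and 3 and HXB17/Ipcv 2, a list of 3 Y-linked genes stood at -3.43 to -2.69, against -0.647 to 0.776 in the other libraries. Xist, in the v7.1 RefSeq table, stood at 26.76 to 31.29 in these 4 libraries and at 6.53 to 8.73 in 210 others. A difference of the strain is argued against for HXB17/Ipcv 2, since HXB17/Ipcv 1 and 3 were higher by at least 3.51 in the Y list. A swap of labels between strains is argued against for HXB17/Ipcv 2, whose r with its own strain exceeded that with the closest other strain by 0.296. For LEW/Crl all 3 animals are in question, and their mean r with LEW/SsNHsd was at least 0.902, so that a swap with that substrain cannot be told apart from correct labels. Female animals in place of the labelled males are a candidate explanation. The 4 X-linked partners do not decide it: they stood at -0.0181 to 0.173 in these libraries, with the lowest at rank 71 of 135, against -0.510 to 0.403 in the others. For LEW/Crl, where the 3 animals are alike, strain and sex cannot be told apart by the Y list. Xist, at 26.76 to 31.29 in the 4 libraries, lay above all 210 others. This argues against a strain difference in the Y-linked genes alone.

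Of the 294 genes called between LEW/Crl and LEW/SsNHsd, 18 lie on chromosome X and 27 on Y. The sex chromosomes alone are argued against, since 84.7% of the genes lie elsewhere. Whether sequencing batch contributes cannot be told apart from a strain difference: by the characteristic, the difference of the pair had r of 0.209 over genes with the same batch difference in other strains, against -0.153 to 0.155 with permuted batches (permutation p 0.0099, the smallest that 100 permutations can give). By the titles the pair is matched on batch, and with that number as a covariate 593 genes were called. Sex may be confounded with strain in this pair, since all 3 LEW/Crl libraries had low Y-linked values and high Xist, and genes outside the sex chromosomes can differ by sex too. A difference between the substrains stays open. Between the 435 pairs of HXB/BXH strains, the number of called genes had a Spearman correlation of -0.0273 with the number of animals matched on batch (permutation p 0.59). The pairs share strains and are not independent, and the test leaves open whether batch adds to these counts.

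In 8 libraries of v5 whose 2 batch numbers could be compared, the mean r with the batch of the characteristic exceeded that with the batch of the title by 0.00392 (sign-flip permutation p 0.826), with 4 of 8 higher. In the v5 table of reconstructed genes the deposited names of these 8 libraries carry the number of the characteristic. By the correlations, which of the numbers is the sequencing batch cannot be told apart.

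Of the genes with 2 clusters of strain means, 1225 had a single strain in the smaller cluster. For normal means the clustering rule alone is argued against, since it gave 4.82% in means drawn from 1 normal distribution against 7.76% observed. A single library is argued against for most of them, since in 58.6% all 3 animals lay beyond every other strain mean, while 9.39% had 1 animal or none beyond. The lone strain was LE/Stm in 296 genes and F344/Stm in 173, the strains whose libraries had raised liver genes.

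Values over 30 were found in 37 cells of 24 genes and 16 libraries, the highest 117.5. For the 8 cells with a value in the Ensembl table, that value was 9.29 to 21.8, and 7 of the 8 cells are those of LE/Stm 3. Of the 37 cells, 17 are in LE/Stm 2 and 3, 9 of them in genes of the 2 liver lists, and 3 are 1 feature of chromosome X in LEW/Crl 1, 2 and 3. Many of these values thus lie in libraries with the liver and sex patterns above. The authors' transformation cannot be told apart from other sources, since the Ensembl table may share it.

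The excess correlation of neighbouring genes in the HXB/BXH strains is argued not to come from sequencing batch, since it was 0.0599 with batch as a covariate, nor from the number of strains, since 20 sets of 15 strains gave at least 0.0215, nor from several features of 1 Ensembl gene alone, since it was 0.0154 with 1 feature per gene. Stretches inherited together stay open as a hypothesis. On chromosome 19 the excess of 0.121 fell to 0.00796 with 1 feature per Ensembl gene, against 0.00511 to 0.0419 on the other chromosomes, so that several features of few genes are a candidate cause. At 25 to 30 Mb, 387 of 515 features were called, and those with an Ensembl gene came from 19 genes. One stretch inherited together is argued against as the whole cause, since features at 0 to 5 Mb had a mean r2 of 0.283 with those at 25 to 30 Mb, while the stretches between had at most 0.0911.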
